A study of Homo sapiens with 30 samples. Its data were reported in "Analysis of BMP4 and BMP7 signaling in breast cancer cells unveils time-dependent transcription patterns and highlights a common synexpression group of genes" (2011).

How the data were processed

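The data were 30 two-colour Agilent whole human genome oligonucleotide arrays of 5 established human breast cancer cell lines. Each array carried the labelled RNA of 1 cell line at 1 time point after addition of recombinant human bone morphogenetic protein 4 (BMP4). RNA of BMP4-treated cells was labelled with Cy5 and RNA of cells treated with vehicle for the same time with Cy3. Per the labels, treatments were done in triplicate and the cells were pooled before extraction, so each array holds 1 pooled RNA per channel. The dyes were not swapped on any array, so a ratio tested against 0 contains any dye bias of the probe, whereas a difference between time points or between cell lines does not contain a bias that is the same on every array.

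The authors scanned the slides and ran Agilent Feature Extraction, which per the file headers was version 9.5.1.1 with genome build hg18 (NCBI36). Per the file headers, the mean signal of each spot and the median of its local background are intensity values with no normalization. The deposited processed signals are intensity values after spatial detrending, background subtraction and dye normalization by the software. The deposited log ratio is the log10 of the Cy5 over the Cy3 processed signal, and a p-value of the software's error model is deposited beside it for each spot. The authors' series matrix holds a log2 ratio per probe with the median of each array set to 0. Its columns were checked against the log2 ratio of the processed signals of the same array, and over the 30 arrays the lowest Pearson correlation across probes was 0.997. The matrix held 40997 of the 41000 probes and had 45430 missing values, all of them at spots not well above background in either channel.

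Each array had 45015 spots. After normexp background correction (offset 50) on all spots, the 1639 control spots were left out of the loess fit and of the results, and spots that the software marked as non-uniform or population outliers were set to missing. Saturated spots were kept. Log2 ratios were normalized within arrays by loess with limma 3.58.1 in R 4.3.3, and the 43376 remaining spots were averaged per probe. Of the 41000 probes, 264 had 10 spots and 40736 had 1. No value remained for 1146 combinations of probe and array, and 40248 probes had a value on all 30 arrays.

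The precision is limited by the number of arrays. Probes well above background made up 58.9% to 70.6% of all probes on an array in the Cy3 channel and 56.3% to 70.8% in the Cy5 channel. The median SD of the log2 ratio over the 10 spots of a probe lay between 0.04 and 0.11 per array. The slope of observed on expected log ratio of the spike-in controls, read from the file headers, lay between 0.53 and 0.88, with a median of 0.73, so that ratios were compressed. At most 1 probe per array was saturated.

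The groups were the 6 time points, each with 1 array of each of the 5 lines. Replicate numbers 1 to 5 stand for HCC1419, HCC1954, MDA-MB-361, SK-BR-3 and ZR-75-30. The numbers pair arrays across time points because each number is 1 cell line. Deviations from the time-point means correlated with a mean r of 0.23 across probes between arrays of the same line (44 of 75 pairs were above 0.1) and of −0.09 between arrays of different lines. The lines differed in this respect, with a mean r of 0.58 in MDA-MB-361 and 0.04 in SK-BR-3.

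Tests were made with limma's lmFit and eBayes with Benjamini-Hochberg adjustment over all probes, and a probe was called at an adjusted p under 0.05. Each time point was tested against 0 over all 30 arrays without a block. Change over time was tested with the moderated F test over the 5 differences from 30 min, with the cell line as a fixed block. A directional summary was the mean of 3, 6, 12 and 24 h minus 30 min, also with the cell line as a block, and is called the late rise or fall below. Differences between cell lines were tested with the moderated F test over the 4 differences between lines, with the time point in the model. A test of whether the late rise differed between lines was added after the data were seen. The study's own criteria were also applied. Probes with a ratio of at least 2-fold were counted per array and per line, and the general filter kept probes with at least a 3-fold change on 3 or more arrays or at least a 2-fold change on 4 or more arrays. The expected size of that set came from 100 shuffles of probes within 50 bins of like intensity on each array. An event is a probe at 2-fold or more on 1 array. Permutation tests used 100000 resamples and were two-sided. Arrays and probes were clustered by average linkage on 1 minus the Pearson correlation, and the tight probe cluster is the largest one of at least 100 probes with a mean pairwise correlation of at least 0.8.

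The main tests, the alternatives, the gene lists and the rule for naming genes were fixed before the data were examined. Named were ID1 to ID4, the genes the study ranked high that the array names (PTPRG, C12orf42, DUSP2, GNRHR, APOC2, MAP3K5, HEY1 and SMAD9), the antagonists NOG, GREM1, SOST and FST, the 10 probes with the largest late rise and the 5 with the largest late fall among called probes with the same sign in all 5 lines, and the 5 probes with the smallest p between lines. A gene with several probes is represented by the one with the highest mean intensity. Gene lists were tested with limma's camera at a preset correlation of 0.01, with fry and camera with an estimated correlation beside it, and adjusted over 4 lists and 2 contrasts. The BMP target list had 18 genes, the proliferation list 26, the antagonist list 5 and the list of receptors and mediators 10. One probe per gene entered, where it had a value on all 30 arrays. Per array, the median of a list was compared with 10000 random lists of like intensity.

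Gene names are those of the array design. Of the 41000 probes, 25868 carried a RefSeq transcript accession, of which 23958 matched the reference table of assembly GRCh38.p14, and the symbol differed from the design's for 4365. No coordinate of that assembly is given, and all positions are those of hg18 in the files.

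The scripts were tested on simulated data for 41000 probes, with the spread that the real arrays keep after cell line and time point are fitted. Noise was independent between probes, and only brighter probes were changed. Of 200 probes changed by 2-fold, 95.0% were recovered for the late rise or fall, 90.5% for change over time, 96.5% for 24 h against 0 and 95.5% for differences between lines. False calls numbered 11, 8, 15 and 14 in that order. The test of 24 h against 0 has no term for the line, so the simulation leaves out a spread that this test meets in the real data. Its recovery there may be lower.

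Alternatives were an offset of 16, 1 factor per array in place of loess, quantile normalization of the mean intensities between arrays, the software's log ratio, the series matrix, a filter that kept probes well above background on at least 6 arrays (30608 probes), events only at spots well above background or with a software p under 0.01, other fold cutoffs (1.5 and 3), the cell line as a block, no block, the slide as a block, array weights and leaving out each line in turn. There were 12 slides, each with arrays of 1 cell line, and 7 scan days. Quantile normalization of the mean intensities leaves log2 ratios as they are, so it moved nothing and says nothing about stability. Figures were drawn with matplotlib 3.10.9.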

Results

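Gene expression after addition of bone morphogenetic protein 4 (BMP4), a secreted growth factor of the transforming growth factor beta superfamily, was measured in 5 established human breast cancer cell lines, HCC1419, HCC1954, MDA-MB-361, SK-BR-3 and ZR-75-30. Cells of each line were collected at 6 time points (30 min and 1, 3, 6, 12 and 24 h) after addition of BMP4 or vehicle. Each of the 30 arrays compared BMP4-treated with vehicle-treated cells of 1 line at 1 time point, so each time point had 5 arrays and each line had 6. All ratios are log2 of BMP4 over vehicle after background correction and loess normalization within each array, and vehicle-treated cells on the same array are the control. The number of arrays limits the precision.

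The first question was how many probes changed at each time point. With limma, 33 of 41000 probes differed from a ratio of 0 at 30 min (24 higher and 9 lower with BMP4), 399 at 1 h (251 higher), 143 at 3 h (119 higher), 72 at 6 h (57 higher), 190 at 12 h (144 higher) and 647 at 24 h (433 higher). The changes were small. The median absolute log2 ratio of the called probes was 0.32 at 1 h and 0.38 at 24 h, and 17 of the 647 probes called at 24 h had a mean change of 2-fold or more. Because the dyes were not swapped, these counts may include probes with a dye bias. The alternatives moved them in both directions. With 1 factor per array in place of loess, limma called 0 probes at 30 min (870 at an unadjusted p under 0.05) and fewer probes at every later time point, 27 at 1 h, 8 at 3 h, 5 at 6 h, 6 at 12 h and 110 at 24 h. With array weights it called 1382 at 30 min, of which 347 were higher and 1035 lower with BMP4. Array weights also gave more calls at 3 h (1144), 6 h (253) and 24 h (1244) but fewer at 1 h (171) and 12 h (123). The counts also depended on single lines. Leaving out 1 line at a time gave 10 (without HCC1954) to 29 probes at 30 min, 97 (without HCC1954) to 290 at 1 h, 41 (without HCC1419) to 86 at 3 h, 25 (without HCC1419) to 53 at 6 h, 44 (without HCC1419) to 351 (without MDA-MB-361) at 12 h and 289 (without ZR-75-30) to 450 at 24 h.

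Change over the time course does not contain a dye bias that is the same on every array. With the cell line as a block, 37 probes changed over time by limma's moderated F test. The mean of 3 to 24 h was higher than the value at 30 min for 38 probes and lower for 0. At an unadjusted p under 0.05 in limma, 1378 probes rose and 667 fell. The number of called falls was 4 with the software's log ratio, 2 with the series matrix and 1 with array weights. Of the 38 called rises, 37 had the same sign in all 5 lines, 34 were well above background on all 30 arrays, and their median was 0.69. The alternative that moved this count most was the fit with no block, which called 3. Leaving out 1 line moved both counts. Without MDA-MB-361 6 rises were called and 0 probes changed over time. Without HCC1419 16 rises were called and 5 probes changed over time, and without ZR-75-30 16 and 14. The number that changed over time was 19 without HCC1954.

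The inhibitor of DNA binding genes ID1 to ID4, established targets of BMP signaling, were examined in every line. The ID1 probe (chromosome 20, 29657819 to 29657878, hg18) had a mean log2 ratio of 0.42 ± 0.11 (SD, n = 5 lines) at 30 min, 1.33 ± 0.51 at 1 h and 1.42 ± 0.38 at 24 h. Its late rise was 1.02 ± 0.13 (SE, limma adjusted p 0.000504). The ID2 probe (chromosome 2, 8741733 to 8741792) went from 0.32 ± 0.26 at 30 min to 1.70 ± 0.34 at 3 h and 1.63 ± 0.64 at 24 h, with a late rise of 1.33 ± 0.19 (adjusted p 0.00162). The ID3 probe (chromosome 1, 23758253 to 23758312) was at 0.01 ± 0.14 at 30 min and at 0.99 ± 0.32 at 3 h, with a late rise of 0.96 ± 0.11 (adjusted p 0.000109). The ID4 probe (chromosome 6, 19947489 to 19947548) was at 0.18 ± 0.29 at 30 min and at 1.17 ± 0.30 at 3 h, with a late rise of 0.94 ± 0.14 (adjusted p 0.00164). All 4 genes rose in all 5 lines. The smallest rises were 0.60 for ID1 and 0.41 for ID4, both in ZR-75-30, 0.62 for ID3 and 0.98 for ID2, both in SK-BR-3. ID1 and ID2 were already called against 0 at 1 h, as was ID3, whereas ID4 was first called at 3 h (adjusted p 0.176 at 1 h and 0.000505 at 3 h). Over the 14 alternatives that can move a ratio the late rise kept its sign, and its adjusted p ranged from 0.000137 to 0.638 for ID1, from 0.000261 to 0.245 for ID2, from 5.37e-06 to 0.103 for ID3 and from 0.000142 to 0.885 for ID4. Without MDA-MB-361 it was 0.0796 for both ID2 and ID4.

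**Figure D1:**
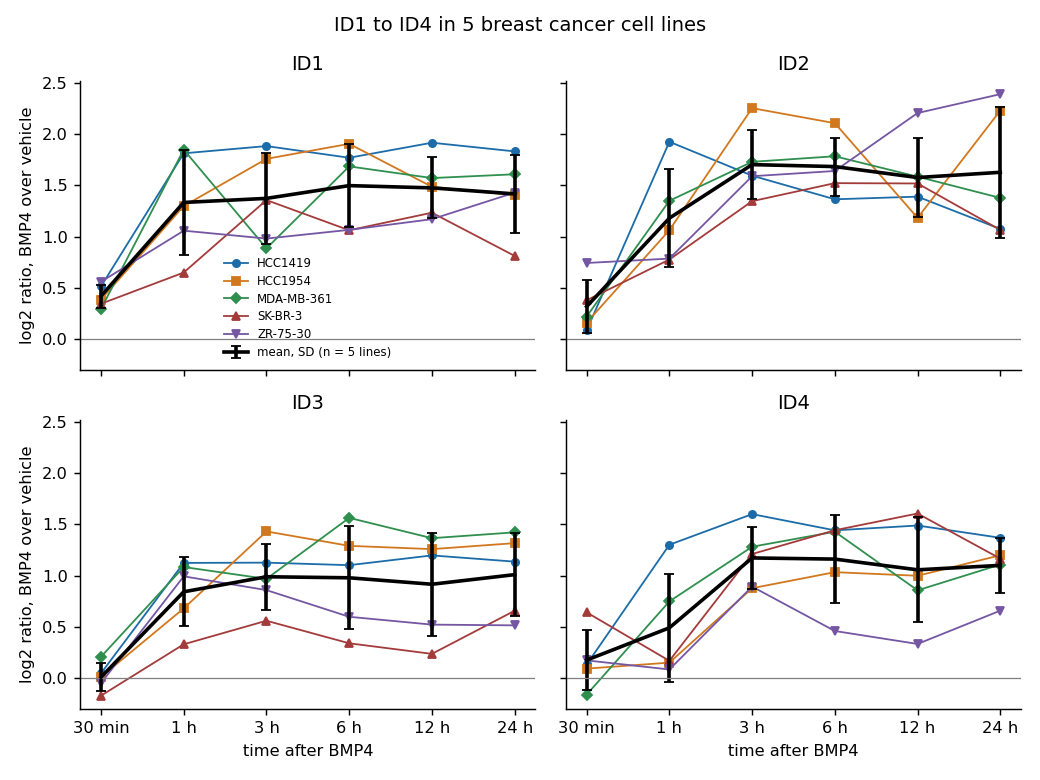
Log2 ratio of BMP4 over vehicle (y axis) at 6 time points (x axis) for ID1 to ID4, with 1 coloured line per cell line and the mean with its SD over the 5 lines in black. All lines start between −0.2 and 0.8 at 30 min, and the mean of ID1 goes from 0.42 at 30 min to 1.42 at 24 h.

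The 10 probes with the largest late rise included, beside 2 ID2 probes and ID1, ID3 and ID4, a probe of GPR30 (current symbol GPER1, chromosome 7, 1099862 to 1099921) with a rise of 1.20 ± 0.16 (SE, adjusted p 0.000651) and a probe of SAMD11 (chromosome 1, 869311 to 869370) with a rise of 1.05 ± 0.13 (adjusted p 0.000194). The DUSP2 probe (chromosome 2, 96172962 to 96173021) rose by 1.01 ± 0.16 (adjusted p 0.00418). The 2 others were annotated only to expressed sequence tags, and lay on chromosome 20 (29657031 to 29657090) with a rise of 1.18 ± 0.15 (adjusted p 0.000487) and on chromosome 1 (23757351 to 23757410) with a rise of 1.01 ± 0.18 (adjusted p 0.0172). These positions are next to the ID1 and ID3 probes. All 10 rose in all 5 lines, but DUSP2 rose by 0.08 in HCC1954 and 1.74 in MDA-MB-361, and its second probe was not called (0.73 ± 0.17, adjusted p 0.141). Without MDA-MB-361, GPR30 (1.07), DUSP2 (0.83) and the tag on chromosome 1 (0.84) still rose but were not called. Over the 14 alternatives that can move a ratio, DUSP2 lost its call in 5 and the tag on chromosome 1 in 6. GPR30 and the tag on chromosome 20 lost it in 2 each, and SAMD11 kept it in all 14.

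Of the other genes that the study ranked high, MAP3K5 (chromosome 6, 136920042 to 136920101) had a late rise of 0.80 ± 0.16 (SE) that was not called (adjusted p 0.0526), with an adjusted p of 0.00693 to 0.907 over the same 14 alternatives and a call in 8 of them. Its change over time was called (adjusted p 0.035), as was its ratio against 0 at every time point from 3 h on. HEY1 (chromosome 8, 80838867 to 80838926) had a late rise of 0.64 ± 0.14 (adjusted p 0.131) and was called against 0 at every time point from 1 h on. SMAD9 (chromosome 13, 36320813 to 36320872) had a late rise of 0.51 ± 0.16 (adjusted p 0.664), which was 1.53 in MDA-MB-361 and between 0.03 and 0.41 in the other lines. In HCC1419 its probe was well above background on 1 of 6 arrays. The probes of C12orf42, GNRHR and APOC2 were dim. In the Cy3 channel they were well above background on 7, 7 and 2 of the 30 arrays, and in the Cy5 channel on 11, 14 and 10. Their late rises were 0.09 ± 0.06, 0.04 ± 0.06 and 0.02 ± 0.06 (adjusted p 0.965, 0.984 and 0.995), and none reached 2-fold on any array after loess. In the series matrix the late rises were 0.80, 0.36 and 0.10 (limma adjusted p 0.539, 0.966 and 0.983). The offset of 50 used before loess pulls the ratios of dim probes toward 0, so the values after loess cannot exclude a change. Against 0, GNRHR was called at 1 h (0.36 ± 0.04, SD, n = 5, adjusted p 0.00122) and 3 h (0.31 ± 0.14, adjusted p 0.00794) and APOC2 at 1 h (0.24 ± 0.10, adjusted p 0.0224), tests that do not exclude dye bias. The other GNRHR probe, not well above background on any array, was not called by limma (adjusted p 0.862 at 1 h and 0.932 at 3 h). The antagonists NOG, GREM1, SOST and FST were well above background in the Cy3 channel on 5, 1, 2 and 13 arrays, none had a called late change (lowest adjusted p 0.965), and NOG was called against 0 at 3 h (0.19 ± 0.14, adjusted p 0.049).

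A probe that the array design names ID2 had the most events of all probes after loess, with 23 up events among 30 arrays. It also had 23 in the series matrix, where a probe of GIPR, named after its values were seen, had as many. To see which gene it follows, it was compared with the other ID2 probe and the PTPRG probes, but not with other induced genes. Over the 30 arrays its ratio correlated with that of the other ID2 probe (Pearson r 0.879, permutation p 1e-05, the smallest 100000 resamples can give, and Spearman rho 0.824, permutation p 1e-05; adjusted over 3 relations 3e-05 for both). Without the 2 arrays farthest from the median r was 0.836, and within cell lines it was 0.914. With the 2 PTPRG probes of the array, r was −0.116 (permutation p 0.543, adjusted 0.815) and −0.0113 (permutation p 0.954, adjusted 0.954). Spearman's rho was −0.128 (permutation p 0.499) and 0.0665 (permutation p 0.727), both with an adjusted p of 0.727. Without the 2 farthest arrays r was −0.106 and −0.00399, and within lines it was −0.0170 and 0.0483. Neither PTPRG probe had an up event in either set of values. The brighter one (chromosome 3, 62254258 to 62254317) was well above background in the Cy3 channel on 12 of 30 arrays and in no array of 3 lines. Its late change was −0.11 ± 0.10 (SE, adjusted p 0.971). The other was not well above background on any array.

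**Figure D2:**
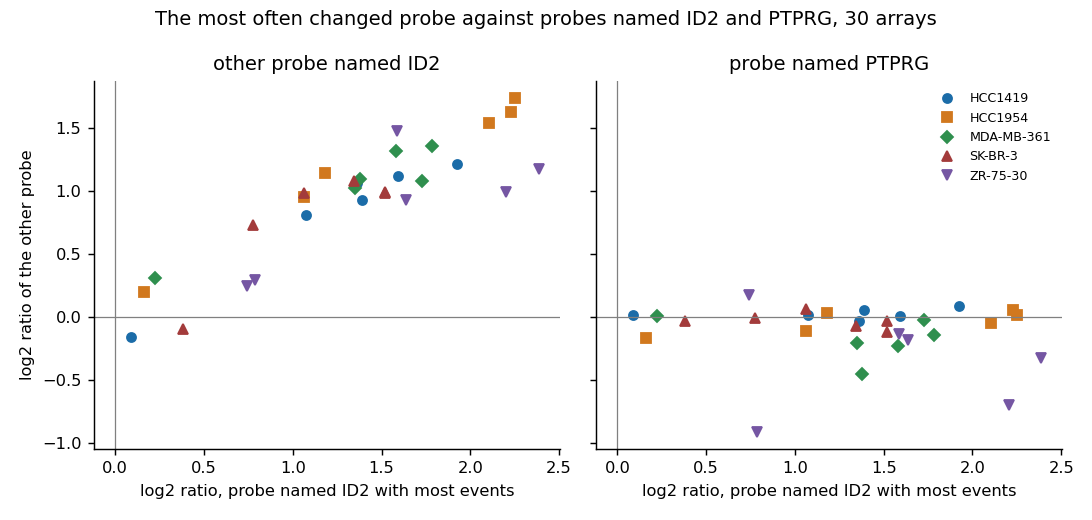
Log2 ratios on the 30 arrays of the most often changed probe, named ID2 in the array design (x axis of both panels), against the other ID2 probe (left, y axis) and the brighter PTPRG probe (right, y axis), coloured by cell line. The left panel shows the correlation of 0.879, and the right panel shows no relation (r −0.116).

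The number of probes at 2-fold or more was compared between lines and time points by the study's criteria. On average 204.6 ± 295.1 probes (SD, n = 30 arrays) passed per array and 887 ± 721.7 per line (n = 5 lines). The numbers per line were 445 in HCC1419, 103 in HCC1954, 807 in MDA-MB-361, 1085 in SK-BR-3 and 1995 in ZR-75-30. Of the alternatives, the series matrix moved the means most, to 5469 ± 2299 per line and 1204.7 ± 1005.4 per array. For HCC1419 alone, 1 factor per array in place of loess moved the number most, to 8021, against 3032 in the series matrix. By time point the mean was 81.8 ± 150.2 (SD, n = 5) at 30 min, 258.2 ± 345.3 at 1 h, 91.2 ± 114.9 at 3 h, 55.2 ± 50.3 at 6 h, 516.4 ± 478.5 at 12 h and 225.0 ± 238.0 at 24 h. The mean over the lines of Spearman's rho between the number and the order of the time points was 0.252 (permutation p 0.214), so a trend was not detected with these arrays. In the series matrix it was 0.269 (permutation p 0.193). Only in MDA-MB-361 did the number rise at every step (rho 1), and in SK-BR-3 rho was −0.20. Without MDA-MB-361 the mean rho was 0.06 (permutation p 0.778). Between 51.7% (HCC1419) and 78.9% (ZR-75-30) of a line's probes passed at only 1 of the 6 time points. By the first time point that reached 2-fold, 34 of the 807 probes of MDA-MB-361 were early (30 min or 1 h), 126 came at 3 or 6 h, 345 at 12 h and 302 at 24 h, whereas 870 of 1995 were early in ZR-75-30.

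**Figure D3:**
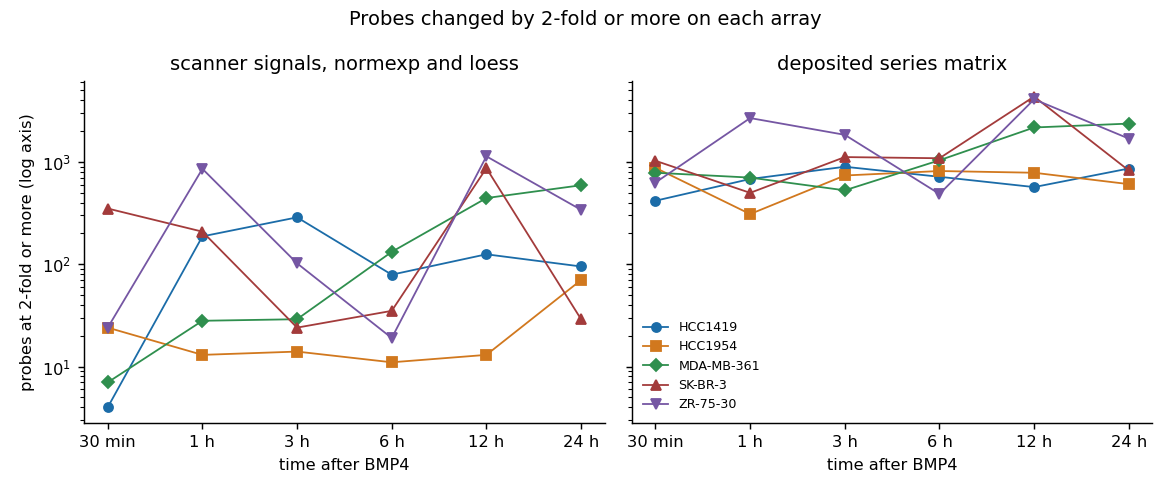
Number of probes at 2-fold or more (y axis, log scale) on each of the 30 arrays by time point (x axis), with 1 coloured line per cell line, after normexp and loess (left) and in the deposited series matrix (right). The left panel runs from 4 to 1133 probes, and no common direction over time is seen.

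The general filter, which picks probes that changed repeatedly, kept 376 probes, against a mean of 9.14 (SD 2.73, highest 17) in 100 shuffles within bins of like intensity. In the series matrix it kept 2421 probes, against a mean of 1155 (SD 26.0, highest 1213) in the same kind of shuffle, and 364 probes passed in both. Of the 376 probes, 99.2% were well above background on more than 15 of 30 arrays, as were 47.0% of the 2421 and 64.9% of all probes. Among the 100 most often changed probes, 559 of 948 events were up (59.0%, exact binomial 95% confidence interval 55.8% to 62.1%, which treats events as independent). This share was 81.3% in the series matrix. Over all probes of the general filter it was 55.4% (1386 of 2503 events) after loess and 51.5% (6859 of 13324) in the series matrix. Among the 100 most often changed probes after loess, it fell below an even split without MDA-MB-361 (43.4%), while it was 51.7% without ZR-75-30, 71.8% without SK-BR-3 and 75.6% without HCC1419. Over all probes of the filter it was 38.6% without MDA-MB-361, 49.7% without ZR-75-30, 67.7% without SK-BR-3 and 67.4% without HCC1419. The lists of 100 from the 2 sets of values shared 18 probes.

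Over the probes of the general filter, arrays of the same line were more alike than arrays of different lines. The mean Pearson correlation across probes was 0.410 within and 0.140 between lines (difference 0.270, permutation p 0.00014). Arrays on the same slide were always of the same line, so this test cannot separate the line from the slide. Arrays of the same time point were not more alike (0.183 within and 0.187 between time points, permutation p 0.942). The nearest array belonged to the same line for 19 of 30 arrays, for 6 of 6 in both HCC1419 and MDA-MB-361 but 1 of 6 in HCC1954, and to the same time point for 0. The tight probe cluster held 286 of the 376 probes, with a mean pairwise correlation of 0.917. It thus made up most of the probes over which the arrays were compared. In the series matrix it held 388 probes (mean pairwise correlation 0.835), of which 274 were shared. Its mean log2 ratio was positive on all 6 arrays of MDA-MB-361 (0.69 ± 0.48, SD, n = 6) and negative on all 6 of HCC1419 (−0.74 ± 0.43). In the other lines the sign changed between time points, in SK-BR-3 from −1.45 at 30 min to 0.92 at 1 h, −1.93 at 12 h and 0.40 at 24 h.

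**Figure D4:**
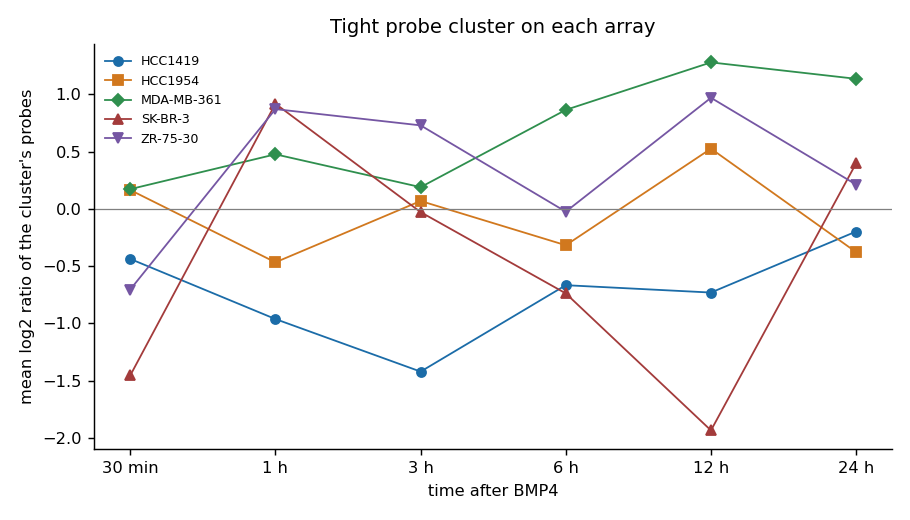
Mean log2 ratio of the 286 probes of the tight cluster (y axis) on each of the 30 arrays by time point (x axis), with 1 coloured line per cell line. MDA-MB-361 lies above 0 and HCC1419 below 0 at all 6 time points, and SK-BR-3 moves between −1.93 and 0.92.

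The study also asked whether the lines respond differently. With the time point in the model, the ratio of 9097 probes differed between lines by limma's moderated F test. For 56.9% of them the line farthest from the mean of the lines was MDA-MB-361, and for 26.4% it was ZR-75-30. Without MDA-MB-361 the count was 96, without HCC1419 it was 5401, and with 1 factor per array in place of loess it was 10. All arrays of MDA-MB-361 were scanned on 1 day and all of HCC1419 on another, days on which no other line was scanned. The differences were small, with a median range between the line means of 0.46, and 277 of the 9097 probes had a range above 1. The 5 probes with the smallest p named TFAP2B, DMRT3, SEPHS2, PCDH9 and SOX2. The TFAP2B probe (chromosome 6, 50919289 to 50919348) had a mean of −0.63 in MDA-MB-361 and of −0.02 to 0.05 in the other lines (adjusted p 1.64e-05), and it was well above background on 0 of 6 arrays in ZR-75-30. The DMRT3 probe (chromosome 9, 981648 to 981707) had a mean of −0.52 in MDA-MB-361 (adjusted p 0.000161), the only line in which it was well above background, and another DMRT3 probe was not called. SEPHS2 (chromosome 16, 30362975 to 30363034), well above background on all arrays, ranged from −0.66 in ZR-75-30 to 0.21 in MDA-MB-361 (adjusted p 0.000236). PCDH9 (chromosome 13, 66698353 to 66698412) ranged from −0.30 in MDA-MB-361 to 0.39 in HCC1419 (adjusted p 0.000236), with 2 lines in which it was not well above background on any array. The other PCDH9 probe, well above background in the Cy3 channel on 1 array, was not called by the F test (adjusted p 0.469). SOX2 (chromosome 3, 182914571 to 182914630) ranged from −0.76 in HCC1419 to 0.03 in SK-BR-3 (adjusted p 0.000291), and in SK-BR-3 it was not well above background on any array. Whether the late rise itself differed between lines was tested with an added model, which called 24 probes. Of these, 18 were not well above background on more than 15 arrays. None of the 38 probes with a called late rise was among them.

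Gene lists were used to ask whether known targets and proliferation genes moved as groups. The BMP target list (17 of 18 genes had values on all arrays) had a median late rise of 0.58, with 15 of 17 genes up (limma camera adjusted p 6.99e-27), and a median of 0.66 at 24 h against 0, with 15 of 17 up (adjusted p 1.70e-18). Some of its genes were ranked high by the study on these samples. The tests of this list, its comparison with random lists and the counts adjusted over it alone are therefore not independent evidence. Its median lay above the central 95% of random lists of like intensity on 2 of 5 arrays at 30 min and on all arrays from 1 h on (27 of 30 arrays). The proliferation list (24 genes) had a median of −0.32 at 24 h, with 0 of 24 genes up (adjusted p 1.19e-14). Its median at 24 h was −0.89 in MDA-MB-361 and −0.50 in ZR-75-30, and between −0.16 and −0.06 in the other lines. Its median late change was −0.10, with 3 of 24 genes up (adjusted p 0.000124). The antagonist list was not called for the late change (median 0.04, adjusted p 0.235) or at 24 h (adjusted p 0.459), where its median (−0.04) and its mean (0.13) differed in sign. The list of receptors and mediators was not called either (medians 0.02 and 0.09, adjusted p 0.235 for both). With fry and with an estimated correlation, the BMP target calls and the proliferation call at 24 h held, and the late call of the proliferation list did not (adjusted p 0.203 and 0.191). With 1 factor per array in place of loess, neither proliferation call held (adjusted p 0.359 at 24 h and 0.818 for the late change, where the mean was 0.07). Adjusted over the list alone, 12 BMP target genes had a called late change (6 over all probes) and 12 were called at 24 h (10 over all probes). For the proliferation list, 17 genes were called at 24 h adjusted over the list alone (3 over all probes) and 0 for the late change. For the antagonists the counts adjusted over the list alone were 0 late and 1 at 24 h, and for the receptors and mediators 2 and 1.

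**Figure D5:**
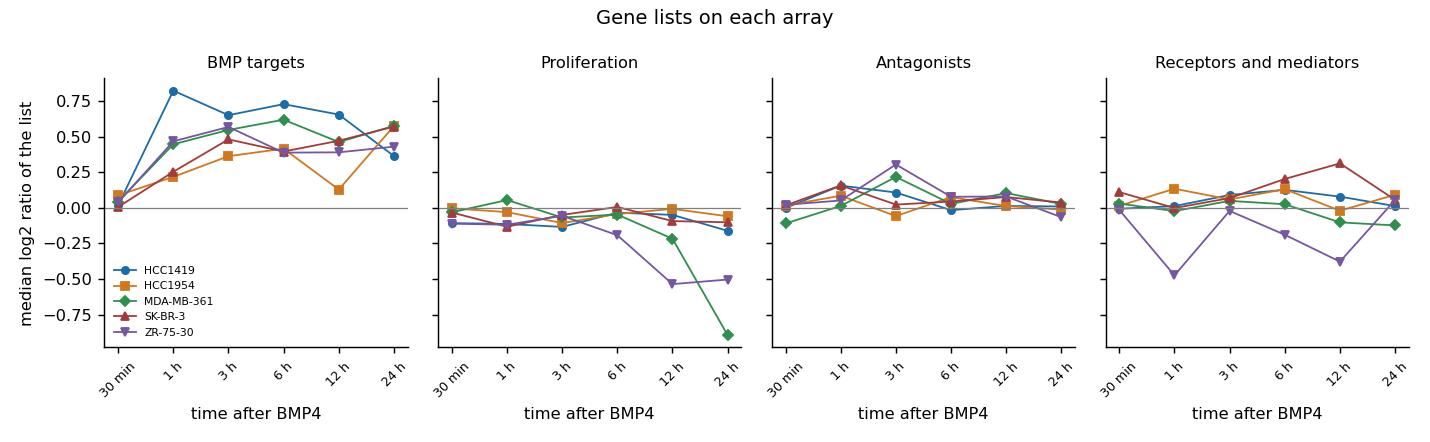
Median log2 ratio of the genes of 4 lists (y axis) on each of the 30 arrays by time point (x axis), with 1 coloured line per cell line. BMP targets lie above 0 from 1 h on in all lines, and the proliferation list reaches −0.89 in MDA-MB-361 at 24 h.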

Values the study reported

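The study reported an average of 5, 469 differentially expressed probes per cell line after BMP4 treatment. Its general filtering retained 2, 421 probes for BMP4, and the tightly correlated gene cluster of the BMP4 data contained 329 probes. Up-regulation made up 75% of the events among the 100 genes it ranked highest for BMP4. In that ranking by number of events, PTPRG had 23 up-regulation events. ID1 and C12orf42 had 19 each, DUSP2, GNRHR and APOC2 had 18 each, ID3 had 17, and ID2 and ID4 had 16 each. MAP3K5 had 15, HEY1 had 14 and SMAD9 had 11.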

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

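The tests on dim probes among the differences in late rise and on the near-background genes were chosen only after the result was seen, as were the test of the scan day and the model of the difference in late rise itself. Within each time point, the 5 lines were searched for a value far from the others by Dixon's 95% critical value for 5 values. Of 162 groups (6 of probe counts and 156 of named genes), 19 held such a value, where chance would give about 8.1, since chance marks about 1 in 20 groups.

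Among the numbers of probes at 2-fold or more, SK-BR-3 at 30 min (350 probes) and ZR-75-30 at 1 h (855 probes) lay far above the other lines. The values argue against noise between spots. The SD of replicate spots was 1.12 times the median of the other arrays of its time point for SK-BR-3 and 1.03 times for ZR-75-30. Of these probes, 291 of 350 and 619 of 855 were down. Each array is 1 pooled RNA per channel, so a difference between the 2 cultures and a response of the line may both contribute and were not separated.

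C12orf42 at 1 h in MDA-MB-361 (−0.13), APOC2 at 12 h in HCC1419 (0.43), GREM1 at 30 min in MDA-MB-361 (−0.11), SOST at 24 h in ZR-75-30 (−0.15) and FST at 24 h in HCC1954 (−0.54) lay far from the other lines. FST was well above background on all 6 arrays of HCC1954. The ratio of C12orf42 also differed between lines by limma's F test (adjusted p 0.00502), but that of the other C12orf42 probe was not called (adjusted p 0.0982). No explanation was tested for these values.

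Among the other named genes, MAP3K5 at 12 h was low in HCC1954 (0.21), as was GPR30 at 12 h (−0.00743). SMAD9 at 6 h (1.64) and the tag on chromosome 1 at 24 h (2.32) were high in MDA-MB-361. TFAP2B was low in MDA-MB-361 at 30 min (−0.54), 3 h (−0.55), 6 h (−0.77) and 24 h (−0.73), and DMRT3, well above background in that line only, at 6 h (−0.74), 12 h (−0.76) and 24 h (−0.66). SOX2 at 30 min was low in HCC1419 (−0.64). TFAP2B, DMRT3 and SOX2 were named because they differed between lines, so the search was not independent of that choice.

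The ratio differed between lines by limma's F test for 15 named probes. The adjusted p was 0.0122 for ID1, 0.00151 for ID3, 0.00962 for ID4, 0.000874 for DUSP2, 0.0331 for HEY1, 0.0028 for SMAD9, 0.00295 for GPR30, 0.000835 for the tag on chromosome 20 and 0.00156 for the tag on chromosome 1. It was 1.64e-05 for TFAP2B, 0.000161 for DMRT3, 0.000236 for both SEPHS2 and PCDH9 and 0.000291 for SOX2, beside C12orf42 above. For none of them did the late rise itself differ between lines after adjustment, the lowest adjusted p being 0.329 for SMAD9.

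For the 9097 probes that differ between lines, chance can be excluded. Over the 40248 probes with a value on all arrays, 8942 were called, and only 1 of 100 regroupings, the real one, gave as many. The values argue against independent effects of slides as the whole source, because 8389 probes were called with the slide as a random block. Scan days cannot be told apart from lines, although 10191 probes were called with the scan day as a random block. All arrays of MDA-MB-361 and all of HCC1419 were scanned on 1 day each that no other line shared. The axis of the tight probe cluster is not the whole source, with 4906 probes called with the cluster mean as a covariate. Of the 9097 probes 4414 were among them, so for a part of the calls this axis stays open. Probes measured in some lines only stay open for a part, since 79.0% of the called probes were well above background on all 30 arrays (48.6% of all probes). A ratio constant over time within a line, which a dye bias that depends on the line could give, also stays open. The slope of the line profile at 30 min was 0.36 of the mean slope of the other time points. The slopes ran from 0.285 at 30 min to 0.965 at 6 h and 1.5 at 12 h, over different sets of probes. The count rests on MDA-MB-361, as 96 probes were called without it, and 5401 were called without HCC1419. Each line was treated and pooled once per time point, so a response of the line is among the open explanations and was not tested apart from these.

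The late rise differed between lines for 24 probes. Over the probes with a value on all arrays, only 1 of 100 regroupings, the real one, gave as many, but the regroupings gave a median of 15 and at most 21 calls, so regrouped arrays gave counts near the real one. Single aberrant spots of dim probes are a candidate explanation. With dim probes left out 3 calls remained, and 18 of the 24 were not well above background on more than 15 arrays. The count was 7 without SK-BR-3 and 12 without HCC1954.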

How the results depend on the processing

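The scan day as a block, the cluster covariate, the model of the difference in late rise and the alternatives for the gene lists were chosen after seeing the data. The cause was not tested for any change below unless it is stated. The trend of the number of changed probes with time stayed on its side of the threshold in the alternatives run for it. So did the greater likeness of arrays of the same line. Without 1 line, rho was 0.0645 to 0.364 and the difference within and between lines was 0.162 to 0.342. That difference was 0.160 with the series matrix and also with the software's log ratio. Quantile normalization between arrays cannot move a ratio, so it says nothing and is left out here. Of 361 comparisons of named genes with another alternative, 322 stayed on their side of the threshold, 27 lost the call and 12 gained one. The sign changed in 19, all in 8 genes whose late change was not called (C12orf42, GNRHR, APOC2, NOG, GREM1, SOST, FST and SEPHS2). The second ID2 probe and SAMD11 were called in all 14 of these alternatives.

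With 1 factor per array in place of loess, limma called 0 probes at 30 min (870 at an unadjusted p under 0.05), 27 at 1 h, 8 at 3 h, 5 at 6 h, 6 at 12 h, 110 at 24 h, 0 over time (341 unadjusted), 10 for the late rise, 10 between lines (5619 unadjusted) and 2 for the difference in late rise. The mean number of probes at 2-fold was 823.6 per array and 4044 per line, the general filter kept 978, the share of up events was 63.8%, and the mean of the proliferation list was −0.0722 at 24 h and 0.0668 for the late change, neither called.

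With the software's log ratio, the counts were 57 at 30 min, 178 at 1 h, 243 at 3 h, 120 at 6 h, 374 at 12 h, 1103 at 24 h and 670 for the difference in late rise. The mean number at 2-fold was 1166 per array and 5309 per line, the general filter kept 2374 and the share of up events was 83.3%. With the series matrix, the counts were 111 at 1 h, 114 at 6 h, 297 at 12 h (134 up, against 144 of 190 with loess) and 98 for the difference in late rise. The mean number at 2-fold was 1205 per array and 5469 per line, the general filter kept 2421 and the share of up events was 81.3%.

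With array weights, the counts were 1382 at 30 min (347 up, against 24 of 33 without weights), 171 at 1 h, 1144 at 3 h, 253 at 6 h, 123 at 12 h, 1244 at 24 h, 66 over time, 58 for the late change, 14751 between lines and 67 for the difference in late rise. An offset of 16 gave 256 at 1 h, 14 for the difference in late rise and a share of 62.4%. With dim probes left out, 3 differences in late rise were called, since dim probes made up most of those called. With the cluster mean as a covariate, 4906 probes differed between lines. A fold cutoff of 1.5 gave 1130 probes per array and 4344 per line, and a cutoff of 3 gave 36.6 and 176.8, by construction.

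With no block, 9 probes changed over time and 3 had a called late change. With the slide as a block the counts were 8, 11 and, at 12 h, 327. The 30 min array shares a slide with a later one from 3 h on in HCC1419 and ZR-75-30 only. With the scan day as a block, 22 changed over time and 289 at 12 h.

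Leaving out 1 line gave 10 to 29 probes at 30 min, 97 to 290 at 1 h, 41 to 86 at 3 h, 25 to 53 at 6 h, 44 to 351 at 12 h, 289 to 450 at 24 h, 0 to 25 over time, 6 to 32 for the late rise, 96 to 10131 between lines and 7 to 31 for the difference in late rise. The lowest values over time, for the late rise and between lines, and the highest at 12 h, came without MDA-MB-361. The share of up events was 43.4% without MDA-MB-361, which reversed it, and at most 75.6%. The mean late change of the receptor list was 0.0505 to 0.117, called without ZR-75-30 (adjusted p 0.0351). Signal over background limits what can be said of probes such as those of C12orf42, APOC2, NOG and DMRT3. These were well above background on 7, 2, 5 and 6 arrays in the Cy3 channel and on 11, 10, 5 and 6 in the Cy5 channel.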

Other observations

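The tests of which gene the most often changed probe follows, of a response that builds up, of a constant ratio with the selection of probes allowed for, and of the signal of the near-background genes were chosen only after the result was seen.

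For the late rise and for change over time, chance can be excluded. Over the 40248 probes with a value on all arrays, 38 and 39 were called, and only 1 of 100 regroupings of the time points within lines, the real one, gave as many calls in each. For the time points against 0, only 16 sign flips of whole lines exist with 5 lines, so the share of flips cannot fall below 1 of 16. The real signs gave the highest count at every time point except 12 h (1 of 16 flips each), where 2 of 16 flips gave as many. The real signs gave 22 calls at 30 min, 325 at 1 h, 121 at 3 h, 68 at 6 h and 617 at 24 h over these probes, and no other flip gave more than 5. These counts argue against chance at those time points, within the limit of 16 flips. At 12 h the flips cannot exclude chance, since turning the sign of MDA-MB-361 gave 667 calls against 168. The median over the flips other than the real signs was 0 calls at 12 h. The high count of that flip shows that many probes in MDA-MB-361 moved opposite to the other lines.

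A ratio that is constant over the time course, as a dye bias of the probe would give, stays open for a part of the probes called at 24 h. Their mean ratio at 30 min had a slope of 0.218 on that at 24 h, which the choice of probes by their 24 h value lowers. The slopes of the other time points on 24 h, lowered in the same way, rose from 0.404 at 1 h to 0.742 at 12 h, and the slope at 30 min was 0.385 of their mean. For the probes called at 1 h, 3 h, 6 h and 12 h the slope of the 30 min ratio was 0.493, 0.431, 0.369 and 0.289, and at least 87.4% of each set had the same sign at 30 min. Among the 87 mostly-up probes of the 100 top-ranked in the deposited values, the median of the 30 min mean over the late mean was 0.442, and 38 were at 0.75 or more while 39 were at 0.25 or less, so a dye bias may account for a part of them. GIPR, chosen after its values were seen, had 23 events in the deposited values.

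C12orf42, GNRHR and APOC2 may rank high in the deposited values because their signal is near background. Of their 55 up events there, 19 (34.5%) had the BMP4 channel well above background. In 2 (3.64%) both channels were, but a gene induced from no expression would also lack the vehicle signal, so this lower share decides nothing. For the 19 events, induction from a low level stays open. A constant ratio stays open, with a median 30 min mean over late mean of 0.664.

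The probe with the most events after loess may read ID2 and not PTPRG, a candidate explanation for the rank of PTPRG in the study. It followed the other ID2 probe (r 0.879), and the PTPRG probes of the array had 0 up events. Its correlation with other induced genes was not computed, and the PTPRG probes were dim. These values alone therefore cannot show that it reads ID2. In the reference table, the ID2B pseudogene lies inside PTPRG, and the study named probes by their position in the genome. Whether this probe matches the pseudogene was not tested.

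For the tight probe cluster, several technical sources were tested. For the 388 probes of the cluster in the series matrix, probes of like intensity did not follow it (r −0.247). Those were drawn only from probes outside both general filters, so this value cannot exclude a bias of whole arrays. Over all arrays, 1628 probes had an r of at least 0.7 with the cluster and 1320 had an r of −0.7 or lower. Of the 388 probes, 91.8% were well above background on more than 15 arrays (64.9% of all probes). The fullest of 10 bands of the slide held 12.9% of the spots (p 0.391 over 1000 random draws). For the 286 probes of the cluster after loess, 14.4% of the variance of its mean within lines lay between slides (permutation p 0.761). A response that builds up after BMP4 stays open. The mean absolute value over all lines at 30 min was 0.916 of that at 3 to 24 h, but the share was 0.199 in MDA-MB-361, within the range of 0.102 to 0.331 that ID1 to ID4 had over the lines. It was 0.51 in HCC1954, 0.58 in HCC1419, 1.46 in ZR-75-30 and 1.88 in SK-BR-3. The cell line took 42.5% of the variance (permutation p 0.00668), but the sign was the same on all arrays in 2 lines only, so a difference between lines stays open. A difference between the treated and the vehicle culture that does not come from BMP4 was not tested. Probe sequences and their GC content were not used here.

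The mean number of probes at 2-fold or more per line was 887. That is lower than the value quoted from the study above. The general filter kept 376 probes. That number is lower than the one quoted from the study above. In the series matrix the mean per line was 5469 and the general filter kept 2421, which equal the quoted values. After loess, C12orf42, GNRHR, APOC2 and the PTPRG probes had 0 up events each. Those counts are lower than the ones quoted from the study above. The offset of 50 pulls the ratios of such dim probes toward 0, so a lack of events after loess does not exclude a change. DUSP2 and HEY1 had 9 up events each and SMAD9 had 4. These counts are also lower than the ones quoted from the study above. ID1 had 21, the 2 ID2 probes had 23 and 15, ID3 had 13, ID4 had 14 and MAP3K5 had 12. In the series matrix, C12orf42 and ID1 had 19 up events each, DUSP2, GNRHR and APOC2 18 each, ID4 16, MAP3K5 15 and HEY1 14. These series matrix counts equal the quoted ones. Also in the series matrix, ID3 had 14, SMAD9 had 7, the PTPRG probes had 0 and the 2 ID2 probes had 23 and 16. For ID3, SMAD9 and PTPRG these are lower than the quoted ones. Of the ID2 probes the second equals the quoted count and the first is higher. The tag on chromosome 1 next to the ID3 probe had 17 up events in the series matrix, the count quoted for ID3. Whether the study named this tag ID3 was not tested.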
